# Yeast hEST1A/B (SMG5/6)–Like Proteins Contribute to Environment-Sensing Adaptive Gene Expression Responses

**DOI:** 10.1534/g3.113.006924

**Published:** 2013-10-01

**Authors:** Xianning Lai, Traude Beilharz, Wei-Chun Au, Andrew Hammet, Thomas Preiss, Munira A. Basrai, Jörg Heierhorst

**Keywords:** hEST1, SMG5, SMG6, gene expression, genetic interactions

## Abstract

During its natural life cycle, budding yeast (*Saccharomyces cerevisiae*) has to adapt to drastically changing environments, but how environmental-sensing pathways are linked to adaptive gene expression changes remains incompletely understood. Here, we describe two closely related yeast hEST1A-B (SMG5-6)–like proteins termed Esl1 and Esl2 that contain a 14-3-3–like domain and a putative PilT N-terminus ribonuclease domain. We found that, unlike their metazoan orthologs, Esl1 and Esl2 were not involved in nonsense-mediated mRNA decay or telomere maintenance pathways. However, in genome-wide expression array analyses, absence of Esl1 and Esl2 led to more than two-fold deregulation of ∼50 transcripts, most of which were expressed inversely to the appropriate metabolic response to environmental nutrient supply; for instance, normally glucose-repressed genes were derepressed in *esl1Δ esl2Δ* double mutants during growth in a high-glucose environment. Likewise, in a genome-wide synthetic gene array screen, *esl1Δ esl2Δ* double mutants were synthetic sick with null mutations for Rim8 and Dfg16, which form the environmental-sensing complex of the Rim101 pH response gene expression pathway. Overall, these results suggest that Esl1 and Esl2 contribute to the regulation of adaptive gene expression responses of environmental sensing pathways.

hEST1A/B (SMG5/6) are structurally closely related bifunctional metazoan proteins with roles in telomere maintenance and in the nonsense-mediated mRNA decay (NMD) pathway that degrades mRNAs containing premature stop codons during quality-control pioneer rounds of translation in the nucleus. hEST1A/B (SMG5/6) contain a central 14-3-3–like domain (Fukuhara *et al.* 2005) that may mediate protein–protein interactions for regulation of the key NMD factor UPF1 (Anders *et al.* 2003; Chiu *et al.* 2003; Ohnishi *et al.* 2003) and a C-terminal PilT N-terminus (PIN) domain that provides endoribonuclease activity toward degradation of NMD substrates (Eberle *et al.* 2009; Huntzinger *et al.* 2008). Another related protein, hEST1C (SMG7), also contains a central 14-3-3 domain but lacks the C-terminal PIN domain. NMD proteins such as hEST1A/B (SMG5/6) are highly enriched at telomeres (Reichenbach *et al.* 2003; Snow *et al.* 2003) and negatively regulate the expression of telomeric repeat–containing RNA (Schoeftner and Blasco 2008), which may explain the crosstalk between NMD and telomere maintenance pathways.

The name hEST1A-C relates to the similarity of these proteins to the yeast telomerase subunit Est1 within the 14-3-3–like domain, which therefore is also referred to as the Est-one-homology domain (Beernink *et al.* 2003; Chiu *et al.* 2003; Reichenbach *et al.* 2003; Snow *et al.* 2003). However, it recently has been shown that the yeast NMD factor Ebs1 is the structural and functional ortholog of hEST1C (SMG7) (Luke *et al.* 2007), and no yeast counterparts for hEST1A/B (SMG5/6) previously have been identified. During database mining attempts to identify potential cofactors of a yeast protein with DNA damage and telomere-related functions, Mdt1/Pin4 (Pike and Heierhorst 2007; Pike *et al.* 2004; Traven *et al.* 2010), we noticed that a large-scale two-hybrid screen (Uetz *et al.* 2000) had found it to interact with two uncharacterized Est-one-homology and PIN domain–containing open reading frames Yil151c and Ykr096w. Here, we show that Yil151c and Ykr096w are structural orthologs of hEST1A-B/SMG5-6 and have thus named them Esl1 and Esl2 (ESL = EST/SMG–like). Surprisingly, we found that Esl1 and Esl2 have no apparent telomere-related or NMD functions but instead are involved in the expression of a small subset of genes, including hexose and amino acid metabolism–related genes, during adaptation to nutrient supply by the environment.

## Materials and Methods

### Yeast strains

All yeast strains used in this study are listed in Table 1 and were derived from W303-1A, unless otherwise indicated. Gene disruptions and C-terminal tagging were performed using a technique mediated by polymerase chain reaction (PCR) (Longtine *et al.* 1998). Nuclease-dead mutants were generated by PCR-based site-directed mutagenesis as described (Erdeniz *et al.* 1997; Pike *et al.* 2003). Synthetic lethality screening and tetrad dissection were performed in the BY4741 background. Subtelomeric gene silencing assays were performed using the UCC3505 strain (Singer and Gottschling 1994). Experiments were performed in YPD medium (1% yeast extract, 2% peptone, 2% glucose) at 30°, except for selection against *petites*, for which cells were plated on YPG (1% yeast extract, 2% peptone, 3% glycerol).

**Table 1:** Yeast strains used in this study

Strain	Genotype	Reference
Y52 (W303-1a)	MATa *ade2-1 can1-100 leu2-3*, *122 trp1-1 ura3-1 RAD5*	Zhao *et al.* 1998
Y829	Y52 *esl1*Δ::*KAN*	This study
Y830	Y52 *esl2*Δ::*NAT*	This study
Y831	Y52 *esl1*Δ::*KAN esl2*Δ::*NAT*	This study
Y1113	Y52 *upf1*Δ::*URA3*	This study
Y1115	Y52 *esl1*Δ::*KAN upf1*Δ::*URA3*	This study
Y1117	Y52 *esl2*Δ::*NAT upf1*Δ::*URA3*	This study
Y1119	Y52 *esl1*Δ::*KAN esl2*Δ::*NAT upf1*Δ::*URA3*	This study
Y1280	Y52 *esl1-nd*	This study
Y1282	Y52 *esl2-nd*	This study
Y1284	Y52 *esl2-nd*	This study
Y1333	Y52 *trf4*Δ::*NAT*	This study
Y1335	Y52 *rim8*Δ::*NAT*	This study
Y1342	Y52 *esl1-nd esl2-nd*	This study
Y1344	Y52 *esl1-nd esl2-nd*	This study
Y996 (Y7092)	MATα *his3Δ1 leu2Δ0 ura3Δ0 met15Δ0 lyp1Δ cyh2 can1*Δ::*STE2pr-SpHIS5*	Tong and Boone 2006
Y1099	Y996 *esl1*Δ::*NAT esl2*Δ::*URA3*	This study
Y32 (BY4741)	MATa *his3*Δ*1 leu2*Δ*0 met15*Δ*0 ura3*Δ*0*	Brachmann *et al.* 1998
Y1289	Y32 *esl1*Δ::*NAT*	This study
Y1290	Y32 *esl2*Δ::*URA3*	This study
Y1291	Y32 *esl1*Δ::*NAT esl2*Δ::*URA3*	This study
Y1407	Y32 *esl1-nd*	This study
Y1408	Y32 *esl1-nd*	This study
Y1410	Y32 *esl1-nd*	This study
Y1417	Y32 *esl1-nd esl2-nd*	This study
Y1418	Y32 *esl1-nd esl2-nd*	This study
Y219 (JKM179)	*ade1 leu2-3,112 lys5 trp1*::*hisG ura3-52 hml*Δ::*ADE1 hmr*Δ::*ADE1 ade3*::*GAL-HO*	Lee *et al.* 1998
Y496 (TGI354)	*ade1 leu2-3,112 lys5 trp1*::*hisG ura3-52 hml*Δ::*ADE1 hmr*Δ::*ADE1 ade3*::*GAL-HO MATa-inc arg5,6*::*MATa-HPH*	Ira *et al.* 2003

### Solid medium plate assays

Overnight cultures were diluted to a starting density of A_600_ = 0.5 and were spotted in 10-fold serial dilutions onto YPD plates or medium containing various concentrations of drugs as indicated. Plates were incubated for 3–5 days at 30°.

### Nucleic acids blots

Cellular DNA and RNA were prepared by phenol–chloroform extraction. RNA was separated by electrophoresis at 80 V in 1.2% (w/v) agarose gels containing 1× MOPS buffer and 6.3% formaldehyde with buffer recirculation. Agarose gels for DNA analysis contained 0.5× TAE. Nucleic acids were transferred overnight by capillary transfer to nylon membranes using 10× SSC buffer. Membranes were incubated with radioactively labeled probes, exposed to phosphorimager screens, and analyzed using Molecular Dynamics ImageQuant software. For analysis of telomere lengths, genomic DNA was subjected to *Xho*I restriction endonuclease digestion at 37° for 4 hr as described (Pike and Heierhorst 2007; Traven *et al.* 2010).

### Synthetic genetic array analysis

The screen for synthetic sick/lethal interactions was performed for the query strain *esl1Δ esl2*Δ (Y1099) according to the method described (Tong and Boone 2006). Positive interactions from the screen were individually validated by tetrad dissections on YPD plates.

### Senescence assays

Sporulation cultures were digested with Zymolyase 20T in sorbitol buffer and tetrads were dissected on YPD plates using a dissection microscope; 10^6^ cells of freshly dissected spores were allowed to grow for 24 hr in YPD media at 30°. In exactly 24-hr intervals, cell densities were determined by hemocytometer counts of sonicated aliquots before redilution to 10^5^ cells/ml. Approximately 200–400 cells were plated on YPD each day and colonies were counted after 3 to 4 days.

### Multiple sequence alignment

The Basic Local Alignment Search Tool on the National Center for Biotechnology Information web site (http://blast.ncbi.nlm.nih.gov/Blast.cgi) was used to identify regions of similarity between biological sequences. Multiple sequence alignments were generated with ClustalW on the European Bioinformatics Institute web site (http://www.ebi.ac.uk/Tools/msa/clustalw2/). All conserved and similar residues in the multiple sequence alignments were shaded using BoxShade 3.2 on the Swiss EMBnet server (http://www.ch.embnet.org/software/BOX_form.html).

### DNA microarray

Total RNA was prepared from YPD log-phase cultures of wild-type and *esl1Δ esl2Δ* double mutants in the W303-1A background. cDNA synthesis and two-color hybridization on yeast 8×15K format slides were performed by the Ramaciotti Centre for Gene Function Analysis (University of New South Wales). Data analysis was performed using the GeneSpring software (Agilent). Gene ontology enrichment analysis was performed using FuncAssociate 2.0 software (Berriz *et al.* 2009). The array data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO accession number GSE48956).

### Reverse-transcription PCR

Reverse-transcription PCR was performed using the method described previously (Beilharz and Preiss 2009).

## Results

### Identification of Esl1 and Esl2 as yeast orthologs of hEST1A-B/SMG5-6

During database searches we noted that two of the reported Mdt1-interacting proteins (Uetz *et al.* 2000), the previously uncharacterized yeast open reading frames Yil151c and Ykr096w, share >70% similarity with each other along their entire polypeptide sequence. Interestingly, during Basic Local Alignment Search Tool searches for metazoan orthologs, we noticed that these two proteins also share extensive similarity (∼45% overall) with human hEST1A/B and *Drosophila* and *Caenohabditis elegans* SMG5/6 proteins. Importantly, this similarity encompassed the region corresponding to the 14-3-3–like Est-one-homology domain (45–51% similarity; Figure 1, A and B) and the C-terminal PIN endonuclease domain (49–53% similarity; Figure 1, A and C) with complete conservation of four critical D/E residues required for nuclease activity of the PIN-domain proteins (asterisks in Figure 1C). Based on the structural similarities to hEST1A-B/SMG5-6, we have named Yil151c and Ykr096w Esl1 and Esl2 (ESL = EST/SMG–like), respectively.

**Figure 1:**
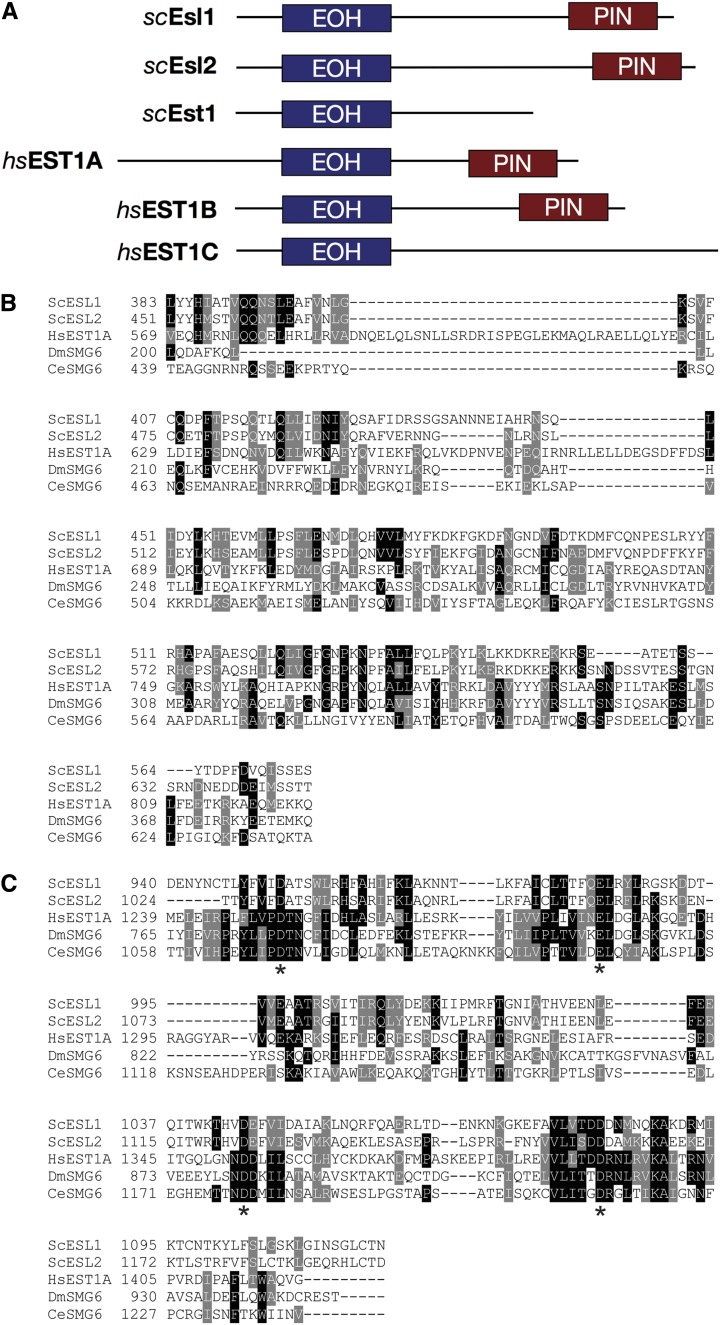
Comparison of Esl1 and Esl2 with metazon hEST1A/B (SMG6/5) proteins. (A) Schematic illustration of domain topology of Esl1, Esl2, Est1, and hEST1A-C. (B) Multiple sequence alignment of the Est-one-homology (EOH) domains of *S. cerevisiae* Esl1, Esl2, Est1, hEST1A, *Drosophila melanogaster* SMG6, and *C. elegans* SMG6. (C) Multiple sequence alignment of the PIN nuclease domains of *S. cerevisiae* Esl1, Esl2, Est1, hEST1A, *D. melanogaster* SMG6, and *C. elegans* SMG6. *The four conserved acidic residues required for nuclease function. For a similar alignment of Esl1 and Esl2 with the other budding yeast PilT N-terminus (PIN) domain–containing proteins, see Rüther *et al.* 2006.

### Esl1 and Esl2 do not have telomere-related or NMD-related functions

To test if the structural similarities extend to similar protein functions, we monitored *esl1Δ* and *esl2Δ* single-null and *esl1Δ esl2Δ* double-null mutants for telomere-related and NMD-related defects (Pike and Heierhorst 2007; Traven *et al.* 2010). Telomere length in several independent *esl1Δ*, *esl2Δ* and *esl1Δ esl2Δ* clones were within the range of the wild-type, in contrast to *rad50Δ* mutants, which were included as a control for very short but stable telomeres (Figure 2, A and B), indicating that *ESL1* and *ESL2* do not contribute to normal telomerase-dependent telomere length control. In the absence of telomerase, cells progressively senesce until a small subpopulation of so-called postsenescence survivors emerges that has switched to recombination-dependent alternative lengthening of telomeres pathways (Lundblad and Blackburn 1993). To determine if Esl1 and Esl2 are involved in alternative lengthening of telomeres, we deleted the gene for the catalytic subunit of telomerase, *EST2*, for senescence assays. However, the kinetics of the onset of senescence and the emergence of postsenescence survivors with normal proliferative capacity and colony formation were similar for *esl1Δ esl2Δ est2Δ* triple mutants compared with *est2Δ* alone (Figure 2C), and both cases of postsenescent colonies predominantly comprised the more efficient type II survivors subtype (data not shown). Taken together, these results indicate that Esl1 and Esl2 are not required for telomerase-dependent or alternative telomere maintenance mechanisms.

**Figure 2:**
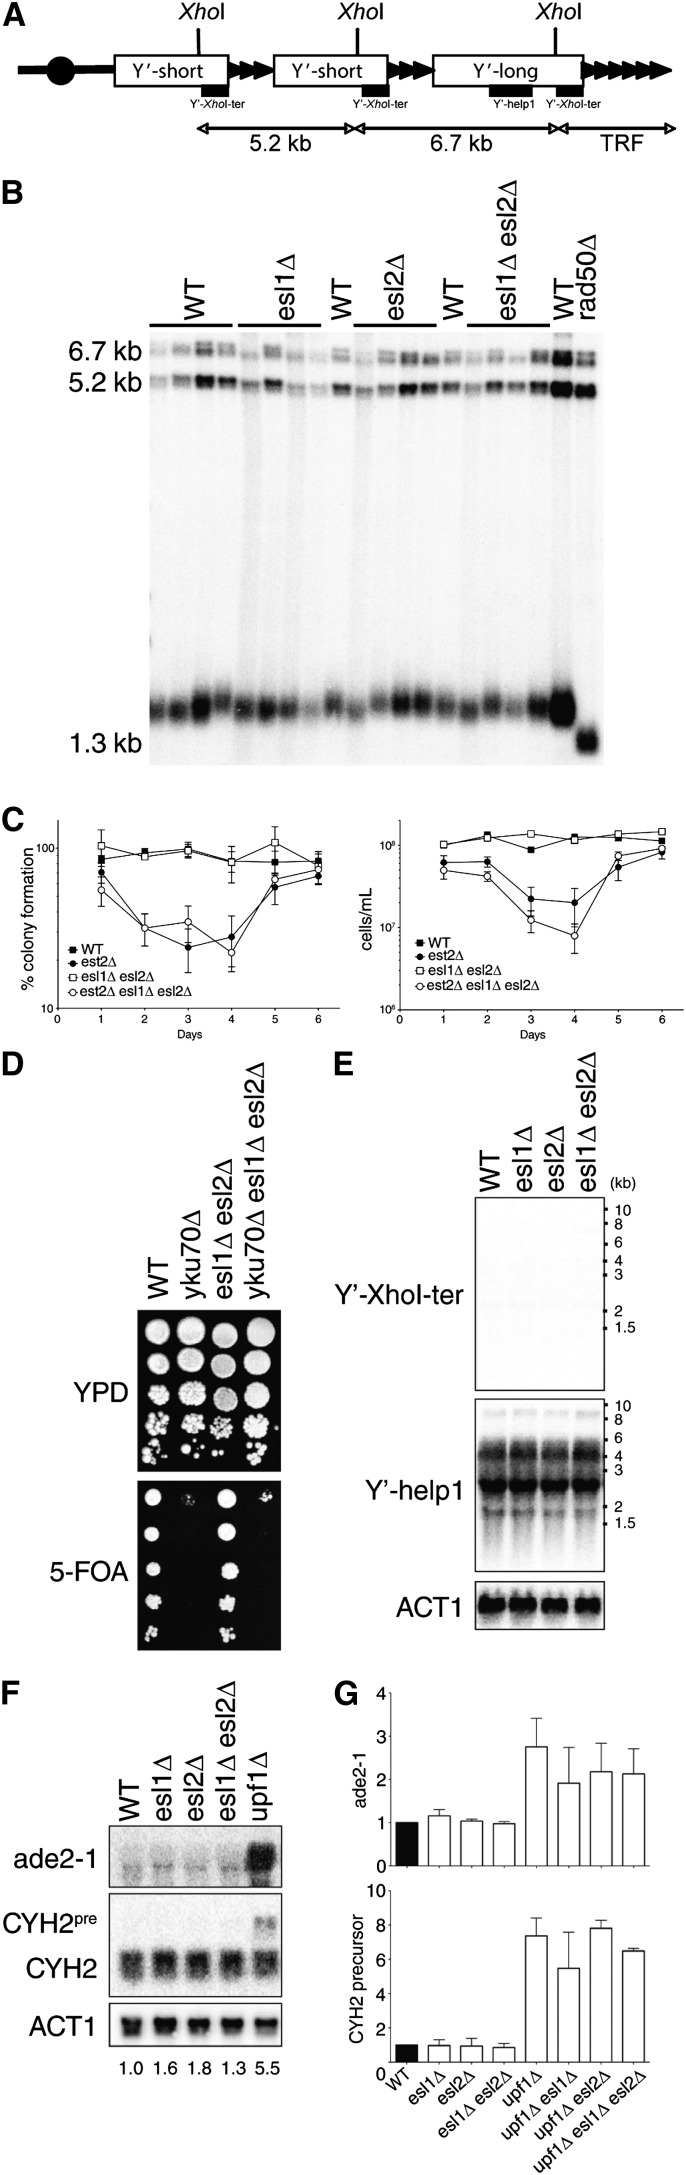
Esl1 and Esl2 do not have telomere-related or nonsense-mediated mRNA decay (NMD)-related functions. (A) Schematic illustration of assays to measure telomere length and gene expression. *Xho*I restriction sites and Y′-*Xho*I-ter probe used for Southern analysis are indicated. The probe detects the 5.2-kb Y′-short element, 6.7-kb Y′-long element, and the terminal restriction fragment (TRF). The Y′-help1 probe used for northern analysis in (E) is also indicated. (B) Southern blot analysis of independent clones of wild-type (WT), *esl1Δ*, *esl2Δ*, and *esl1Δ esl2Δ*. (C) Cultures were inoculated with ∼10^5^ cells/ml and back-diluted to 10^5^ cells/ml in exactly 24-hr intervals (right). Approximately 200–400 cells from daily cultures in the left panel were plated on YPD. Plates were incubated for 3 days at 30°C and percentage of plated cells able to form a colony was determined (left). Results are means ± SE from three independent wild-type (WT) and *esl1Δ esl2Δ* clones and seven independent *est2Δ* and *esl1Δ esl2Δ est2Δ* clones. (D) Ten-fold serial dilutions of WT, *yku70Δ*, *esl1Δ esl2Δ*, and *yku70Δ esl1Δ esl2Δ* were spotted onto YPD and 5′-fluororotic acid (5-FOA) plates. Plates were incubated 3–4 days at 30°C. (E) Northern blot analysis of telomeric repeat–containing RNAs (TERRAs; measured by the Y′-*Xho*I-ter probe) and Y′ element encoded helicase (measured by the *Y′-help1* probe). *ACT1* is used as the loading control. Note that no TERRA signal was detectable in any of the strains under basal conditions. (F) Northern analysis to measure NMD substrate levels in WT, *esl1Δ*, *esl2Δ*, *esl1Δ esl2Δ*, and *upf1Δ*. (G) Quantification of northern analysis in (F) normalized to actin levels. Results are means ± SE from three independent experiments.

Apart from telomere length regulation, telomere-associated proteins may be involved in maintaining the heterochromatin structure of telomeres and transcriptional repression of telomere-proximal genes (Baur *et al.* 2001; Blasco 2007; Gottschling *et al.* 1990). To assess if Esl1 and Esl2 affect telomere structure, we monitored 5′-fluororotic acid (5-FOA) sensitivity of strains containing a subtelomeric *URA3* reporter gene. Ura3 converts 5-FOA to a toxic metabolite and, consequently, *yku70Δ* control cells that are unable to silence the subtelomeric *URA3* reporter (Gottschling *et al.* 1990) were unable to grow on 5-FOA plates (Figure 2D). In contrast, *esl1Δ esl2Δ* mutants were able to grow on 5-FOA similar to the wild-type, and deletion of *ESL1* and *ESL2* did not affect the 5-FOA sensitivity (Figure 2D). In addition, there was no accumulation of natural subtelomere or telomere-derived transcripts, such as Y′-help and telomeric repeat–containing RNAs, in *esl1Δ*, *esl2Δ* and *esl1Δ esl2Δ* mutants (Figure 2E). Thus, Esl1 and Esl2 appear to be dispensable for maintenance of telomere structure.

To determine if Esl1 and Esl2 have NMD functions, we first measured expression levels of the endogenous nonsense-mutated *ade2-1* locus. In contrast to the *bona fide* NMD-deficient *upf1Δ* control (He *et al.* 1997), there was no accumulation of *ade2-1* transcripts in *esl1Δ* and/or *esl2Δ* mutants (Figure 2F). The NMD pathway also degrades unspliced transcripts and, similar to the *ade2-1* result, there was no accumulation of the unspliced pre-*CYH2* mRNA in *esl1Δ* and/or *esl2Δ* mutants (Figure 2G). Thus, based on these two independent assays, *ESL1* and *ESL2* do not seem to have NMD-related functions.

### *ESL1* and *ESL2* contribute to some genome stability functions in a nuclease domain–dependent manner

Cells containing the *ade2-1* nonsense mutation have a pink color (Figure 3A, WT). During routine propagation of *esl1Δ esl2*Δ double mutants, we noticed that culture plates had an increased incidence of white colonies, which is often attributable to the spontaneous accumulation of mitochondrial DNA mutations (Zhao *et al.* 1998) (Figure 3, A and B). All white *esl1Δ esl2*Δ colonies failed to grow on YP-glycerol plates (Figure 3C) on which respiration-deficient mitochondrial *petite* mutants are unviable, indicating that *ESL1* and *ESL2* contribute to maintenance of mitochondrial genome stability.

**Figure 3:**
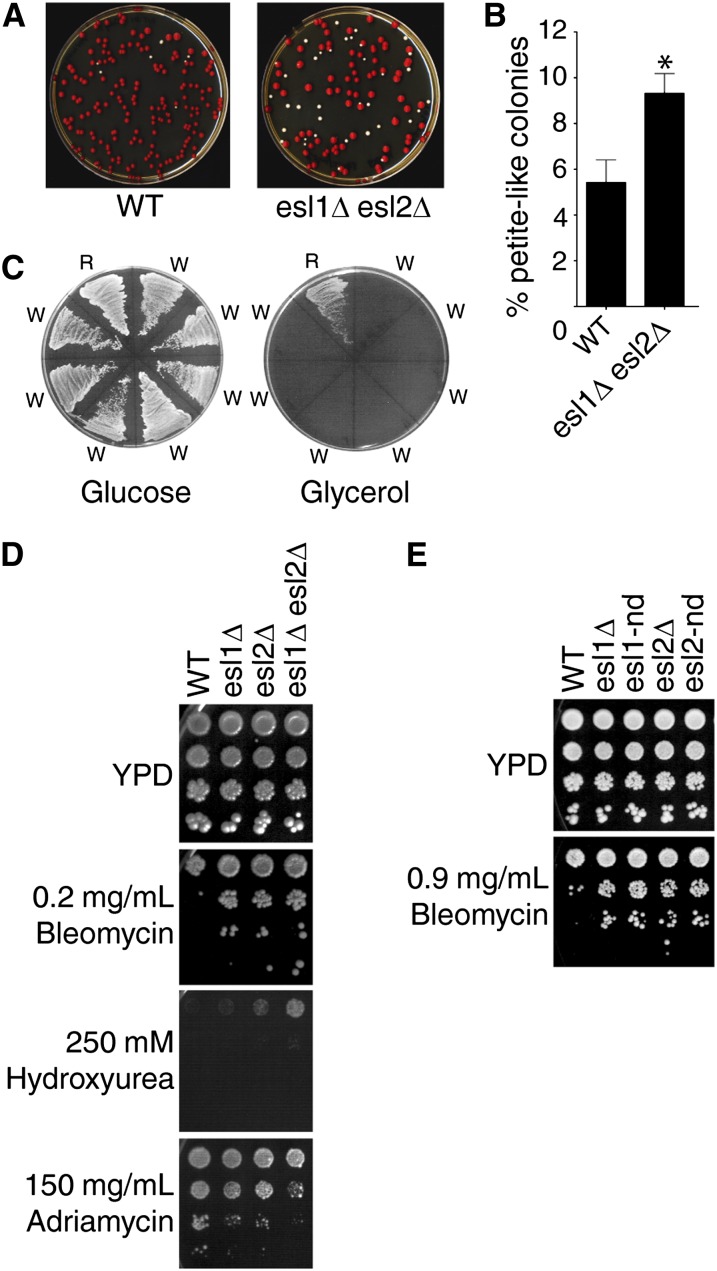
Genome stability functions of Esl1 and Esl2. (A) Freshly sporulated cultures were plated on YPD and plates were incubated for 3–4 days at 30°C. (B) Quantification of the percentage of white colonies formed on YPD plates for the indicated genotypes. Data are means ± SE. *p < 0.005, n = 21, two-tailed Student *t* test. (C) Seven randomly picked white *petite*-like colonies (W) and a single red colony (R) were restreaked on glucose (left) and glycerol (right) plates. (D and E) Ten-fold serial dilutions of the indicated strains were spotted onto YPD plates and YPD plates containing the indicated concentrations of various DNA-damaging drugs. The *esl1-nd* mutant carries two amino acid substitutions (D952N and E982Q) while the *esl2-nd* mutant carries a single amino acid substitution (D1123N). Plates were incubated for 3–4 days at 30°C. WT, wild-type.

To test if Esl1 and Esl2 may be involved in additional genome stability functions, we monitored their sensitivity to a range of genotoxic agents. In drop tests on plates containing DNA-damaging agents, *esl1Δ* and/or *esl2Δ* mutants grew ∼100-fold better in the presence of 0.2 µg/ml bleomycin, ∼10-fold better on 250 mM hydroxyurea, and ∼10-fold worse on 150 µg/ml adriamycin compared with the wild-type (Figure 3D). In all cases, the effect was more pronounced when *ESL1* and *ESL2* were simultaneously deleted, suggesting functional redundancy between the two proteins. To determine if these phenotypes were attributable to a potential PIN nuclease function, similar drop tests were performed using “nuclease-dead” *esl1* and e*sl2* mutants containing amino acid substitutions of at least one of the four critical conserved residues whose mutation previously has been shown to abrogate the nuclease activity of other PIN domain proteins (Dziembowski *et al.* 2007; Schneider *et al.* 2007; Skruzny *et al.* 2009). In these assays, the nuclease-dead mutants phenocopied the bleomycin sensitivity of the *esl1*Δ or *esl2*Δ mutants (Figure 3E). Altogether, the results indicate that Esl1 and Esl2 contribute to the maintenance of genome stability in a manner that, at least in some cases, depends on their nuclease function.

### Loss of *ESL1* and of *ESL2* lead to impaired genetic fitness with *trf4Δ*, *rim8Δ*, and *dfg16Δ*

As an unbiased approach to identify possible cellular functions of Esl1 and Esl2, a synthetic gene array screen was performed. For this purpose, an *esl1Δ esl2Δ* double-mutant strain was mated with the complete set of haploid-viable deletion yeast deletion mutants (Tong and Boone 2006), sporulated, and then plated on three different types of selective media to detect synthetic genetic interactions of *esl1*Δ or *esl2*Δ single mutants and *esl1Δ esl2*Δ double mutants. In the high-throughput screening format, *esl1*Δ was synthetic sick with four other deletions, *esl2*Δ was sick or lethal with 12 other deletions, and *esl1Δ esl2*Δ double mutants were synthetic sick or lethal with another seven gene deletions (Table 2). The genetic interactions identified by this approach are enriched in the functional categories phosphatidylinositol-3 phosphate binding (GO:0032266; adjusted p = 0.004) and endosome (GO:0005768; adjusted p = 0.008). Surprisingly, only three of the interactions, with *trf4Δ*, *rim8Δ*, and *dfg16Δ*, also were observed by manual tetrad dissection analysis on rich YPD medium (Figure 4), presumably because the less restrictive growth conditions compared with synthetic medium (plus antibiotics) select against somewhat weaker genetic interactions. Moreover, in all three cases, the synthetic growth defect on dissection plates was stronger with *esl1Δ esl2Δ* double mutants compared with single mutants (Figure 4), indicative of functional redundancy between Esl1 and Esl2. Interestingly, two of these *ESL1* and *ESL2* interactors, Dfg16 and Rim8 (Figure 4B), also physically interact as the G-protein-coupled receptor and β-arrestin–like adaptor in the Rim101 pathway that regulates the expression of pH-responsive genes in the adaptive response to alkaline environments (Lamb and Mitchell 2003; Lamb *et al.* 2001; Lin *et al.* 2008). However, Trf4 (Figure 4A) is a noncanonical poly(A) polymerase that forms part of the TRAMP complex involved in exosome-dependent RNA degradation (LaCava *et al.* 2005; Vanacova *et al.* 2005; Wyers *et al.* 2005), which is interesting in view of the notion that all other PIN domain-containing proteins characterized to date exert ribonuclease activity *in vitro* and/or *in vivo* (Bleichert *et al.* 2006; Eberle *et al.* 2009; Fatica *et al.* 2004; Huntzinger *et al.* 2008; Schaeffer *et al.* 2009).

**Table 2:** Synthetic genetic interactions of esl1 and esl2 in a synthetic gene array screen

ORF	Gene	*esl1Δ*	*esl2Δ*	*esl1Δ esl2Δ*
YBL016W	*FUS3*	Sick	ND	ND
YIR023W	*DAL81*	Sick	ND	ND
YJL036W	*SNX4*	Sick	ND	ND
YOL115W	*TRF4*	Lethal	ND	ND
YBR026C	*ETR1*	ND	Sick	Sick
YBR131W	*CCZ1*	ND	Sick	Sick
YCR063W	*BUD31*	ND	Sick	Sick
YDR074W	*TPS2*	ND	Sick	Sick
YGL212W	*VAM7*	ND	Sick	Sick
YJL204C	*RCY1*	ND	Sick	Sick
YOR106W	*VAM3*	ND	Sick	Sick
YOR030W	*DFG16*	ND	Sick	Sick
YOR132W	*VPS17*	ND	Sick	Sick
YOL012C	*HTZ1*	ND	Sick	Sick
YDR080W	*VPS41*	ND	Sick	Lethal
YER071C	*YER071C*	ND	Sick	Lethal
YFL010C	*WWM1*	ND	Normal	Sick
YGL050W	*TYW3*	ND	Normal	Sick
YGL045W	*RIM8*	ND	Normal	Sick
YGR164W	*YGR164W*	ND	Normal	Sick
YFL003C	*MSH4*	ND	Normal	Lethal
YOL116W	*MSN1*	ND	Normal	Lethal
YDR293C	*SSD1*	ND	Normal	Lethal

Sick/lethal interactions with single or double mutants were screened and scored visually. ND, not determined.

**Figure 4:**
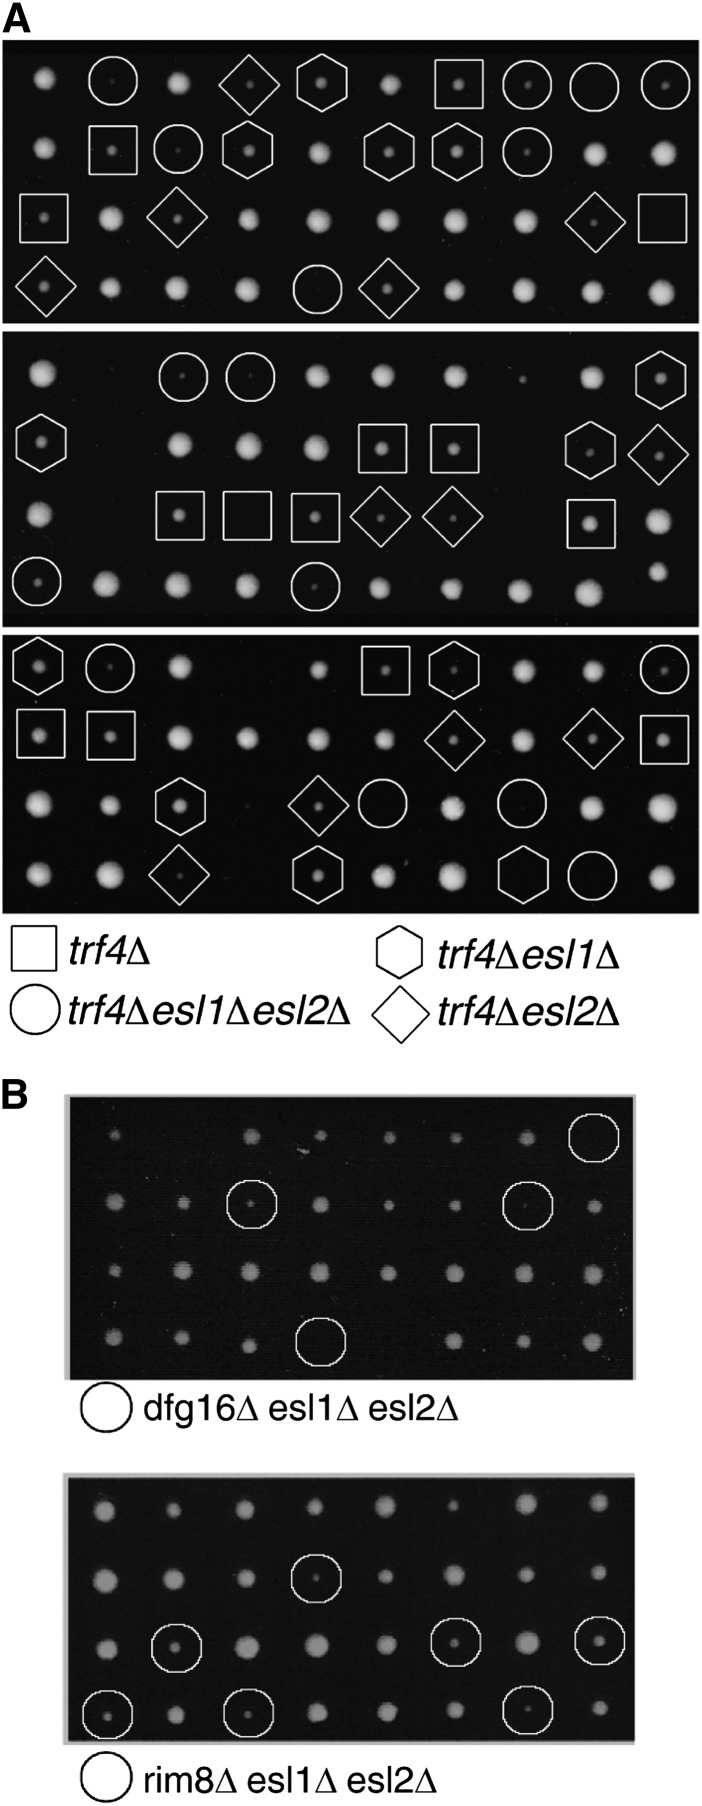
Genetic interactions of *ESL1* and *ESL*2 with *TRF4* and *DFG16/RIM8*. Tetrad dissection of compound heterozygous diploid strains for *esl1Δ* and *esl2Δ* as well as *trf4*Δ (A) or with *rim8*Δ or *dfg16*Δ (B). Genotypes of spores are indicated in (A); circles in (B) denote triple mutants. Plates were incubated for 3–4 days at 30°C.

### Deregulation of hexose and one-carbon metabolism genes in *esl1Δ esl2Δ* mutants

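Total RNA of wild-type and *esl1Δ esl2Δ* cells of the W303-1A background, which carries the *ade2-1* allele, was compared by competitive hybridization on Agilent yeast arrays, in which the RNA of each strain is labeled with its own dye and both are bound to the same spots. The cells had been grown to log phase in YPD with 2% glucose at 30°, and 500 ng of total RNA was labeled per sample. There were 3 biological replicates, each hybridized on 1 array with the mutant RNA in Cy5 (red) and the wild-type RNA in Cy3 (green). The RNA of replicate 3 was hybridized a further time with the dyes exchanged, which gave 4 arrays on 1 slide, and this dye-swap array was counted as part of replicate 3. The authors extracted the spot intensities with Agilent's Feature Extraction software and deposited them without normalization, together with the software's own log10 ratios of red over green. The paper's text names GeneSpring for the analysis and gives no normalization or test. Here, the median spot intensities were background-corrected by normexp with an offset of 50 and normalized by loess within each array, control spots and spots marked as outliers were left out, and the spots of each probe were averaged. Ratios were turned to mutant over wild-type and both arrays of replicate 3 were averaged, so that each of 6254 genes had 3 log2 ratios, which were tested against 0 with limma and adjusted by the Benjamini-Hochberg method. Background correction, normalization, the filter on dim probes and the weight of the dye swap are the choices that could change these numbers.

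The median intensity over gene spots was 2783 in green and 4893 in red on the array of replicate 1, 3378 and 5186 on that of replicate 2, 1660 and 3990.5 on that of replicate 3, and 2358 and 4107 on the dye swap, over a local background of 22 to 49.5. Between 92.4% and 98.0% of gene spots were well above background in a channel, and none was saturated. The number of replicates limits the precision of every mean. The log2 ratio of the deleted gene *ESL1* (YIL151C) was −4.77 for replicate 1, −4.33 for replicate 2, −4.24 for replicate 3 and −4.59 on the dye swap, and that of *ESL2* (YKR096W) was −3.65, −3.99, −3.68 and −3.62 on the same arrays. Across genes, which are not independent replicates, the correlation of the log2 ratios was 0.681 between replicates 1 and 2, 0.101 between replicates 1 and 3, and 0.214 between replicates 2 and 3. Between both arrays of replicate 3 it was 0.844.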

Based on the genetic interaction with *trf4*Δ and the presumed PIN-mediated RNase function of Esl1/2, we performed a genome-wide RNA microarray analysis of *esl1Δ esl2Δ* double mutants compared with the wild-type to identify potential Esl1 and Esl2 targets. 

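The mean log2 ratio of the 3 replicates was at least 1 in either direction, a change of at least 2-fold, for 50 of the 6254 genes, of which 25 were higher and 25 were lower in *esl1Δ esl2Δ* cells than in the wild-type. The lower genes include the deleted *ESL1* and *ESL2*, without which 48 genes changed and 23 were lower. Of all genes, 14 were past 2-fold in the same direction in each of the 3 replicates. With limma and Benjamini-Hochberg adjustment, 7 genes had an adjusted p below 0.05, and each of these was also past 2-fold. An unadjusted p below 0.05 was found for 832 genes. Of the 7 genes, 5 were lower, namely *ESL1*, *ESL2*, *HXT3*, *GCV1* and *GCV2*. The other two were higher. *RGI1* (YER067W) had a log2 ratio of 1.65 ± 0.27 (SD, n = 3; adjusted p = 0.0458 from limma), and *EGO4* (YNR034W-A) had a log2 ratio of 1.27 ± 0.07 (SD, n = 3) with the same adjusted p. An exact test that turns the signs of 3 replicates cannot give a p under 0.25. The count of genes past 2-fold moved most with a threshold of 1.5-fold, which 235 genes passed. Replicate 3 set the number of genes called. Without it, 72 genes were past 2-fold and 662 had an adjusted p below 0.05, whereas without replicate 1 or without replicate 2 the adjusted p stayed below 0.05 for 2 genes, *ESL1* and *ESL2*.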

In total, the expression levels of 53 genes were altered by at least two-fold in *esl1Δ esl2Δ* cells, with 30 genes that were upregulated and 23 genes that were downregulated (Figure 5). The most highly enriched gene ontology terms associated with the deregulated genes include glycine metabolic process and carbohydrate transport (G0:0006544 and GO:0008643, each with adjusted p < 0.001). 

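The genes past 2-fold that changed in the same direction in all 3 replicates were ranked by their mean log2 ratio. The 10 highest were *HXT6*, *HXT7*, *HXK1*, *GIT1*, *RGI1*, *TMA10*, *SPL2*, *GAC1*, *ISF1* and *EGO4*. Among these, *GIT1* (YCR098C), a glycerophosphoinositol transporter, had a log2 ratio of 1.78 ± 0.74 (SD, n = 3). *TMA10* (YLR327C) had a log2 ratio of 1.46 ± 0.36, *GAC1* (YOR178C) of 1.32 ± 0.44 and *ISF1* (YMR081C) of 1.30 ± 0.34. *SPL2* (YHR136C) had log2 ratios of 0.18, 2.28 and 1.56 in replicates 1 to 3. The 10 lowest included *ESL1*, *ESL2*, *HXT3*, *GCV1*, *GCV2*, *SNZ1*, *MIG3*, *GCV3* and *ADE17*. *SNZ1* is among them by the sign of its ratio in replicate 3, which was close to 0. *MIG3* (YER028C) had log2 ratios of −2.05, −2.17 and −0.58 in replicates 1 to 3. The phosphate transporter gene *PHO89* (YBR296C) had a log2 ratio of 1.24 ± 0.74 (SD, n = 3; adjusted p = 0.213 from limma with Benjamini-Hochberg adjustment), with 0.40 in replicate 1, 1.53 in replicate 2 and 1.79 in replicate 3. *HSP30* (YCR021C) reached 3.01 in replicate 3 but 0.35 and 0.32 in replicates 1 and 2, so that its mean of 1.23 was smaller than its SD of 1.55. *SHC1* (YER096W) was lower in every replicate, with a log2 ratio of −1.23 ± 0.29. The probe of YFL015C was well above background in the mutant channel on 1 of 4 arrays and in the wild-type channel on 2 of 4, and no fold change is given for it.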

The 10 most highly upregulated or downregulated genes are indicated in Figure 6A, and their genomic contexts are shown in Figure 6, B and C. Upregulated expression was confirmed by semiquantitative reverse-transcription PCR analyses for the transcripts of *HXT6/HXT7* (which are too similar to be distinguishable by reverse-transcription PCR; Figure 6D), *PHO89* (Figure 6E), and *HXK1* (Figure 6F). In case of Hxk1, a similar upregulation of the protein was confirmed for two independent *esl1Δ esl2Δ* cultures compared with the wild-type by Western blot analysis (Figure 6G).

**Figure 5:**
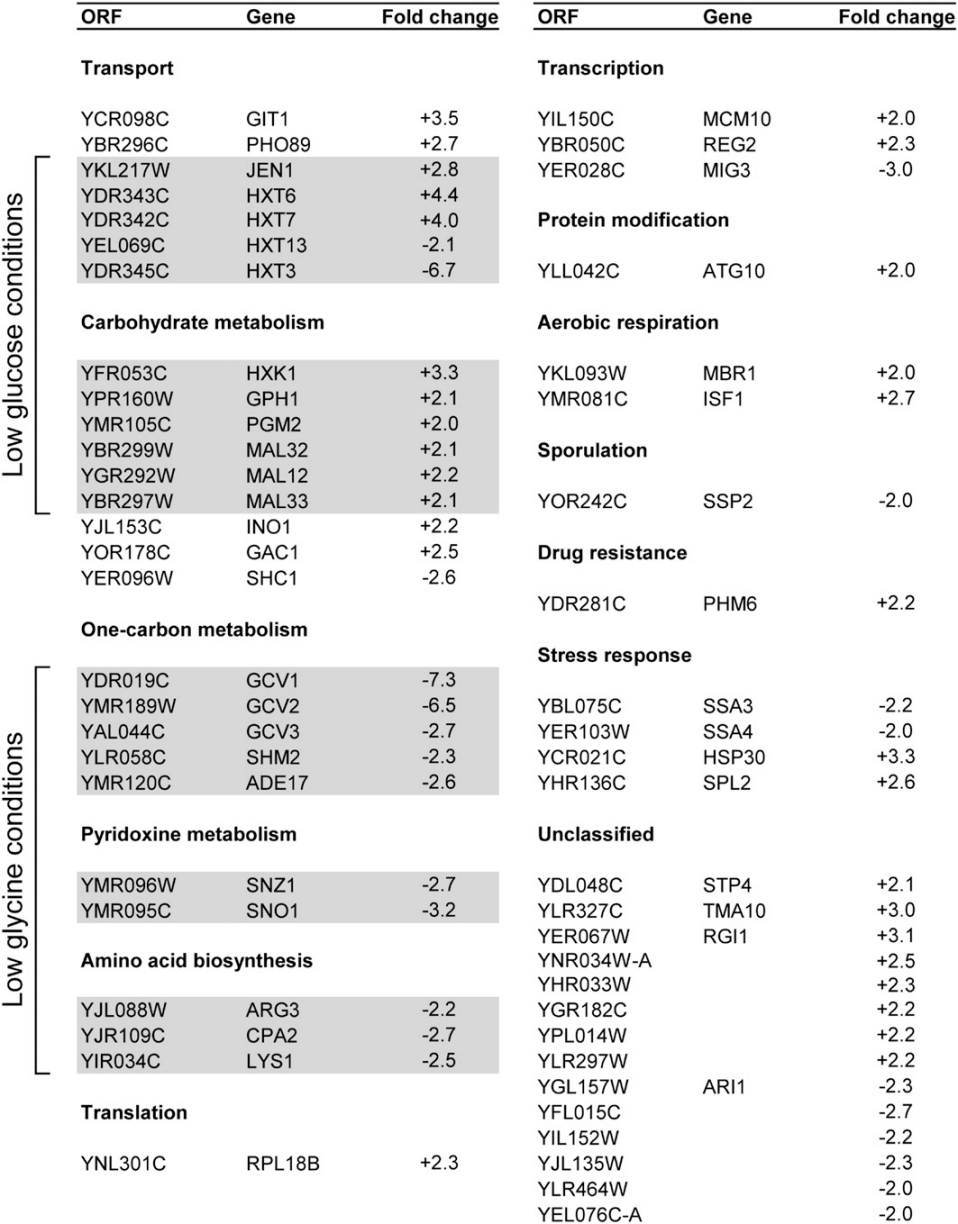
Classification of deregulated transcripts from the microarray. Gray boxes highlight genes that were expressed at levels that were opposite of what was expected for the glucose and glycine concentrations used.

**Figure 6:**
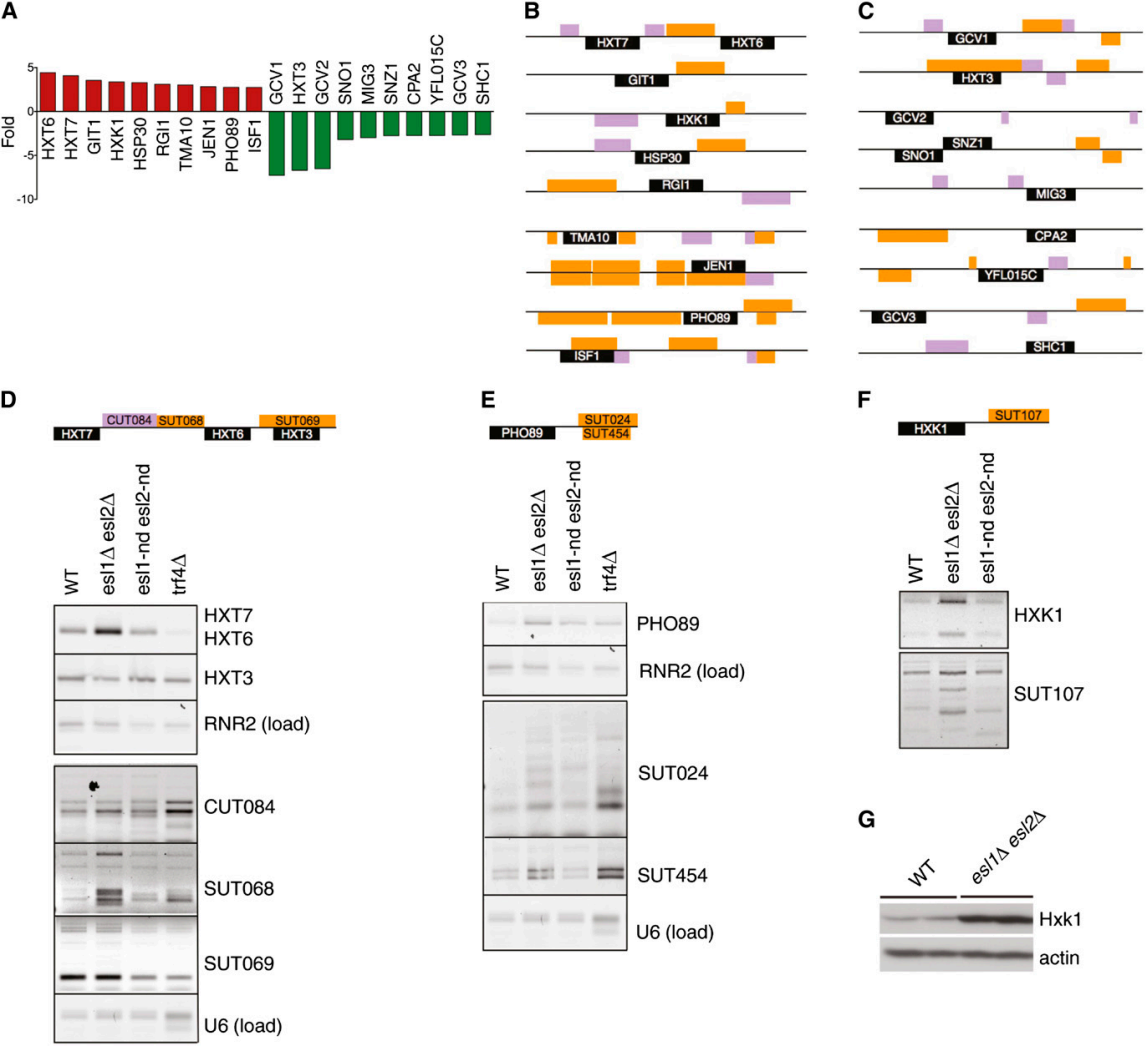
Gene expression changes in *esl1Δ esl2Δ* mutants. (A) Graph showing fold changes of the 10 most highly upregulated and the 10 most highly downregulated transcripts from the microarray. (B and C) Schematic illustration of genomic loci of the top 10 upregulated (B) and top 10 downregulated (C) genes from the microarray (black) with neighboring cryptic unstable transcripts (CUTs; purple) and stable unannotated transcripts (SUTs; orange). (D–F) Reverse-transcriptase polymerase chain reaction (PCR) analysis of the expression levels of various transcripts of the indicated genotypes. Schematic diagrams of the genomic loci of analyzed transcripts are shown above each gel. (G) Western analysis of Hxk1 levels of two independent clones of the indicated genotypes. WT, wild-type.

The most represented gene ontology terms among deregulated transcripts in *esl1Δ esl2Δ* mutants are in the classes of transport, carbohydrate metabolism, and one-carbon metabolism (Figure 5). 

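Of the 17 hexose transporter genes on the array, 3 were at least 2-fold higher in *esl1Δ esl2Δ* cells than in the wild-type (*HXT4*, *HXT6* and *HXT7*) and 2 were at least 2-fold lower (*HXT1* and *HXT3*). *HXT4* (YHR092C) had a log2 ratio of 1.05 ± 0.30 (SD, n = 3; adjusted p = 0.131 from limma with Benjamini-Hochberg adjustment). *HXT1* (YHR094C) had log2 ratios of −2.55 and −1.70 in replicates 1 and 2 but 0.17 in replicate 3, and its mean of −1.36 was smaller than the SD of 1.39. The probe of *HXT13* (YEL069C) was not well above background in the mutant channel on any array and was so in the wild-type channel on 1 of 4, and no fold change is given for it. By limma, 1 of the 17 genes had an adjusted p below 0.05 over all genes tested, and 4 had one when adjusted over the list alone. The genes went in both directions, and as a list they were not shifted (median log2 ratio −0.028; adjusted p = 0.777 from limma's camera test with Benjamini-Hochberg adjustment over 18 lists). The direction of this test was up, against the sign of the median, and turned down with the Feature Extraction log ratio and with median centring.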

Several hexose transporters involved in glucose uptake were deregulated in *esl1Δ esl2Δ* mutants. Strikingly, the high-affinity glucose transporters *HXT6* and *HXT7*, which are normally induced under low glucose conditions, were upregulated during growth in high-glucose medium, whereas the low-affinity transporter *HXT3*, which is normally expressed under high glucose conditions, was downregulated (Figure 5). Likewise, the hexokinase Hxk1 (Figures 5 and 6, F and G) and several other genes that are usually repressed in high glucose were derepressed in our mutants, including the *MAL* genes (*MAL12*, *MAL32*, and *MAL33*) that are involved in maltose transport and metabolism, the lactate transporter *JEN1*, and genes involved in glycogen metabolism (*GPH1* and *PGM2*). Similarly, even though the cells were grown in the presence of high levels of glycine, several transcripts of the one-carbon regulon—the glycine decarboxylase complex (*GCV1*, *GCV2*, and *GCV3*), the aminocarboxamide ribotide transformylase *ADE17*, and the cytoplasmic serine hydroxymethyltransferase *SHM2*—were downregulated, a phenomenon that is usually only observed on withdrawal of glycine from the environment (Subramanian *et al.* 2005). 

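*HXT6* (YDR343C) had log2 ratios of 3.66, 2.27 and 1.21 in replicates 1 to 3, a mean of 2.38 ± 1.23 (SD, n = 3; adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment). For *HXT7* (YDR342C), which was higher in every replicate too, the mean was 2.29 ± 1.05 with the same adjusted p. The transcripts of *HXT6* and *HXT7* are nearly alike, and whether the probe of each also binds the other was not tested. *HXT3* (YDR345C) had log2 ratios of −3.27, −2.86 and −2.51, a mean of −2.88 ± 0.38 (adjusted p = 0.0165 from limma). The difference between the *HXT3* ratio and 0 was thus larger than the spread between replicates by the test, whereas those of *HXT6* and *HXT7* did not pass it although all 3 replicates were past 2-fold. For *HXT3* the adjusted p was 0.06 without replicate 1, 0.109 without replicate 2 and 0.000878 without replicate 3. Without replicate 3 it was 0.0111 for *HXT6* and 0.00855 for *HXT7*.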

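*HXK1* (YFR053C) had log2 ratios of 2.98, 1.94 and 1.05 in replicates 1 to 3, a mean of 1.99 ± 0.97 (SD, n = 3; adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment). The *MAL* genes varied less between replicates. *MAL12* (YGR292W) had a log2 ratio of 1.03 ± 0.12 (adjusted p = 0.0966), *MAL32* (YBR299W) of 0.98 ± 0.17 (adjusted p = 0.117) and *MAL33* (YBR297W) of 1.08 ± 0.10 (adjusted p = 0.0815). *MAL12* and *MAL32* are close paralogs, and binding of each transcript to the probe of the other was not tested. *JEN1* (YKL217W) had a log2 ratio of 0.05 in replicate 1 and of 1.70 and 1.73 in replicates 2 and 3. *GPH1* (YPR160W) had log2 ratios of 2.46, 0.79 and 0.42, and *PGM2* (YMR105C) of 2.16, 1.08 and 0.32. For these last 3 genes the mean log2 ratio was 1.16 ± 0.96, 1.22 ± 1.08 and 1.19 ± 0.92, and the adjusted p was 0.291, 0.309 and 0.279. All of the genes were higher in the mutant in each replicate, and none had an adjusted p below 0.05 by limma. Without replicate 3 the adjusted p was below 0.05 for each of them except *JEN1*, for which it was 0.159.

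**Figure D1:**
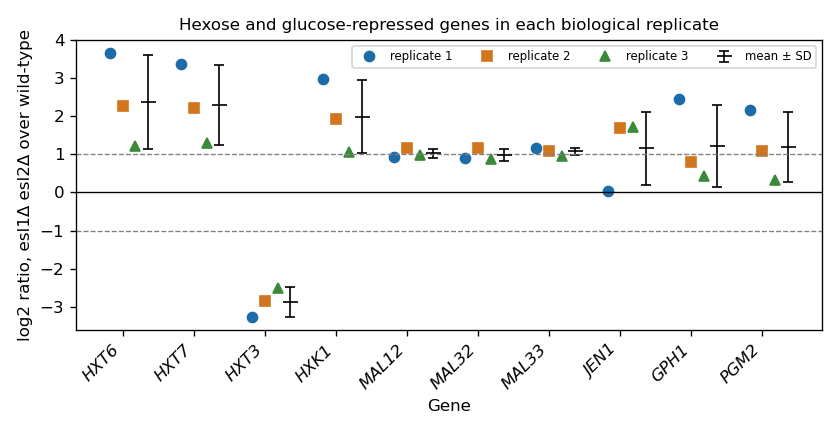
The vertical axis gives the log2 ratio of *esl1Δ esl2Δ* over wild-type and the horizontal axis the gene. Colored points are the 3 biological replicates, black bars the mean ± SD, and dashed lines mark a 2-fold change; the points of *HXT3* lie between −3.27 and −2.51, those of the 3 *MAL* genes between 0.88 and 1.17, and those of *HXT6* between 1.21 and 3.66.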

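The genes of the glycine decarboxylase complex were lower in all 3 replicates. *GCV1* (YDR019C) had log2 ratios of −2.51, −3.47 and −2.63, a mean of −2.87 ± 0.52 (SD, n = 3; adjusted p = 0.0407 from limma with Benjamini-Hochberg adjustment). *GCV2* (YMR189W) had a mean log2 ratio of −2.71 ± 0.58 (adjusted p = 0.0458) and *GCV3* (YAL044C) one of −1.52 ± 0.34 (adjusted p = 0.0947). *SHM2* (YLR058C) had log2 ratios of −0.90, −1.78 and −1.14, and *ADE17* (YMR120C) of −0.68, −2.05 and −1.29, with adjusted p-values of 0.138 and 0.188. Without replicate 1 the adjusted p was 0.105 for *GCV1* and 0.171 for *GCV2*, and without replicate 2 it was 0.0511 and 0.0788. Without replicate 3 it fell to 0.00535 and 0.0038.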

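The pyridoxine genes *SNZ1* (YMR096W) and *SNO1* (YMR095C) were among the most strongly lowered in replicates 1 and 2, with log2 ratios of −2.56 and −3.33 for *SNZ1* and of −2.63 and −3.55 for *SNO1*. In replicate 3 their log2 ratios were −0.0004 and 0.15. Their mean log2 ratios were −1.96 ± 1.74 and −2.01 ± 1.92 (SD, n = 3), so that their changes were about as large as the spread between replicates and neither passed the limma test (adjusted p = 0.301 and 0.319 after Benjamini-Hochberg adjustment). Without replicate 3 the adjusted p was 0.0038 for *SNZ1* and 0.00477 for *SNO1*. *ARG3* (YJL088W) had log2 ratios of −2.04, −0.73 and −0.72, with an adjusted p of 0.232. *RPL18B* (YNL301C) was higher in the mutant, by a log2 ratio of 0.03 in replicate 1, 0.24 in replicate 2 and 2.16 in replicate 3, a mean of 0.81 ± 1.17 (adjusted p = 0.488).

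**Figure D2:**
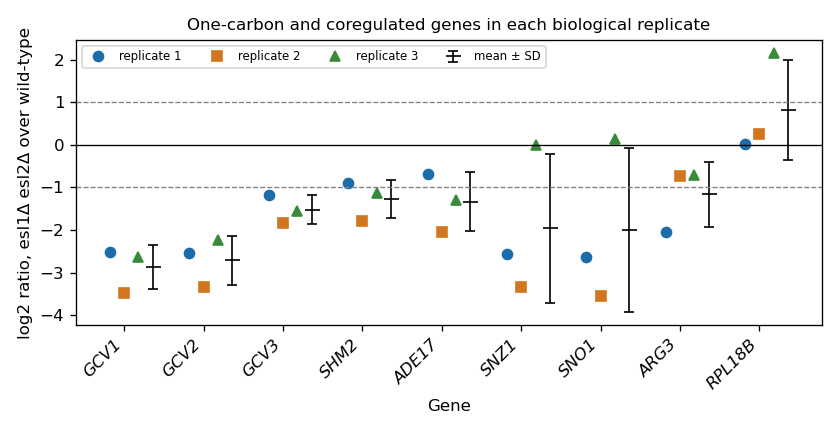
The vertical axis gives the log2 ratio of *esl1Δ esl2Δ* over wild-type and the horizontal axis the gene. Colored points are the 3 biological replicates, black bars the mean ± SD, and dashed lines mark a 2-fold change; the points of *GCV1* lie between −3.47 and −2.51, whereas *SNZ1* and *SNO1* lie at −0.0004 and 0.15 in replicate 3 and *RPL18B* at 2.16.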

Similar aberrations were observed for genes involved in pyridoxine metabolism (*SNZ1* and *SNO1*), amino acid biosynthesis (*ARG3* and *CPA2*), and the ribosomal protein 18B (*RPL18B*), which previously have been reported to be coregulated with the genes involved in one-carbon metabolism (Gelling *et al.* 2004). 

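Gene lists written from general knowledge of yeast regulation and from the paper were tested as wholes with limma's camera test, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 18 lists. Of the 24 glucose-repressed genes 8, and of the 16 genes of the one-carbon regulon 5, are in Fig. 5 and so were chosen on the same arrays. The 24 glucose-repressed genes had a median log2 ratio of 0.48 (0.21, 0.61 and 0.78 in replicates 1 to 3; adjusted p = 9.46e-07 from limma's camera test), and 13 of them were higher in all 3 replicates. The 16 genes of the one-carbon regulon had a median log2 ratio of −0.42 (−0.39, −0.50 and −0.34; adjusted p = 1.88e-07 from the same limma test), and 9 of them were lower in all 3 replicates. Both lists lost their calls under limma's fry test (adjusted p = 0.119 for each) and with a correlation estimated from the data (adjusted p = 0.385 for each), and of the 18 lists 7 were called by camera and 0 by either of these alternatives, which gave an unadjusted p below 0.05 for 3 lists and 1 list. When the genes in Fig. 5 were left out, which moves each list toward 0 in any case because they were chosen for their change on these arrays, the 16 glucose-repressed genes that remained had a median of 0.10 (adjusted p = 0.188 from limma's camera test) and the 11 one-carbon genes that remained one of −0.098 (adjusted p = 0.0258). Of the glucose-repressed genes, 0 had an adjusted p below 0.05 over all genes tested and 13 when adjusted over the list alone; of the one-carbon genes, 2 and 8 did. The paper reasons that the first group of genes is usually repressed in high glucose and that the second is usually lowered when glycine is withdrawn, whereas the cultures had both, and from this mismatch with the medium it proposes a defect of adaptation.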

Taken together, the data indicate that *esl1Δ esl2*Δ double mutants may have a defect in adapting the expression of hexose and one-carbon metabolism genes to environmentally appropriate requirements.

To determine if Esl1 and Esl2 directly regulate these transcripts via their PIN domains, we performed similar reverse-transcriptase PCR analyses of selected upregulated transcripts using the nuclease-dead mutant alleles. However, in the case of *HXT6/7* and *HXK1*, transcript levels were not altered in the nuclease-deficient alleles compared with the wild-type (Figure 6, D and F); in the case of *PHO89*, upregulation in *esl1-nd esl2-nd* mutants was attenuated compared with *esl1Δ esl2*Δ (Figure 6E). Thus, these data indicate that Esl1 and Esl2 may regulate the expression of the altered transcripts in a largely nuclease-independent manner.

### Nuclease-independent deregulation of noncoding transcripts in *esl1Δ esl2Δ* mutants

During the analysis of the 10 most highly upregulated or downregulated transcripts in *esl1Δ esl2*Δ mutants (Figure 6A), we noticed a striking association of these genes with neighboring noncoding so-called cryptic unstable transcripts (CUTs) and stable unannotated transcripts (SUTs) (Figure 6, B and C). Because some of these noncoding RNAs are normally degraded in a TRAMP complex–dependent manner (Xu *et al.* 2009), we wondered whether deregulation of SUTs and CUTs might explain the synthetic sickness of *esl1Δ esl2*Δ with *trf4*Δ (Figure 4A). Interestingly, reverse-transcriptase PCR analysis confirmed upregulation of most of the CUTs and SUTs near *HXT7/HXT6*, *PHO89*, and *HXK1* loci in *esl1Δ esl2Δ* cells (Figure 6, D–F). However, these changes in transcript levels were again independent of Esl1 and Esl2 nuclease domain integrity (Figure 6, D–F). For comparison, loss of *TRF4* seemed to have an overall similar effect as *esl1Δ esl2Δ* on the expression of the adjacent CUTs and SUTs but did not affect the expression of the Esl1-regulated and Esl2-regulated coding genes (Figure 6, D and E). Thus, the data suggest that deregulation of adjacent CUTs and SUTs is not directly linked to the expression levels of Esl1-regulated and Esl2-regulated coding genes.

## Discussion

Here, we have shown that Esl1 and Esl2 share extensive sequence similarity and a similar domain topology with hEST1A/B (SMG5/6). Moreover, given that the “original” yeast hEST1A/B-homolog Est1 lacks the defining PIN domain (Figure 1), Esl1 and Esl2—at least from a structural perspective—may be considered to be the “real” orthologs of hEST1A/B. However, despite these structural similarities, several independent lines of experimental evidence indicated that Esl1 and Esl2 are seemingly neither involved in telomere length and structural maintenance mechanisms nor involved in NMD-related functions in yeast. Instead, the findings that loss of Esl1 and of Esl2 lead to synthetic sickness with two different components of the Rim101 pH-sensing pathway (Figure 4B) and to upregulation or downregulation of glucose and amino acid metabolic genes in the opposite direction as physiological requirements (Table 1 and Figure 5) indicate that these two PIN domain proteins might contribute to environment-sensing adaptive transcriptional response mechanisms.

Dfg16 and Rim8 regulate the proteolytic cleavage of the Rim101 transcription factor under alkaline conditions to facilitate its nuclear translocation and activation of pH-responsive genes (Lamb and Mitchell 2003; Lamb *et al.* 2001). While our work was in progress, the *RIM9*, *RIM13*, and *RIM20* genes involved in the Rim101 pH-responsive pathway were identified as genetic interactors of *ESL2* in another genome-wide synthetic genetic interaction screen (Costanzo *et al.* 2010), further supporting that Esl1 and Esl2 may function in a pathway parallel to Rim101. Interestingly, the set of genes regulated in response to alkaline conditions overlaps considerably with the response to low glucose conditions (Ruiz *et al.* 2008; Serrano *et al.* 2006; Viladevall *et al.* 2004), particularly with regard to glucose-repressed genes involved in glucose utilization and carbohydrate metabolism. Consistent with this, a high proportion of deregulated transcripts in *esl1Δ esl2Δ* mutants is involved in hexose transport, lactose transport, and carbohydrate metabolism (*e.g.*, *HXT13*, *HXT3*, *HXT6*, *HXT7*, *JEN1*, *HXK1*, *PGM2*, *MAL12*, *MAL32*, and *MAL33*; Table 1), and should have been repressed under the high glucose conditions during the experiment. 

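Of the 11 genes of hexose and carbohydrate use that the paper names for the array, 9 were higher in *esl1Δ esl2Δ* cells in all 3 replicates and 8 had a mean past 2-fold upward. By limma with Benjamini-Hochberg adjustment, 1 of the 11 (*HXT3*, which was lower) had an adjusted p below 0.05 over all genes tested, and 10 had one when adjusted over the list alone. The paper chose these genes on the same arrays, so the latter count is not independent evidence.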

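Of the 10 genes of one-carbon metabolism and coregulated functions that the paper names for the array, 9 had a mean log2 ratio past 2-fold downward in *esl1Δ esl2Δ* cells, and 7 were lower in all 3 replicates. *SNZ1* was lower in replicates 1 and 2 and unchanged in replicate 3. The median of the 10 mean log2 ratios was −1.58. By limma with Benjamini-Hochberg adjustment, 2 of them had an adjusted p below 0.05 over all genes tested and 9 when adjusted over the list alone, which is not independent evidence because the paper chose them on the same arrays.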

At the same time, another set of genes involved in one-carbon metabolism (*GCV1*, *GCV2*, *GCV3*, *SHM2*, and *ADE17*) as well as some coregulated transcripts such as genes involved in pyridoxine metabolism (*SNZ1* and *SNO1*) and amino acid biosynthesis (*ARG3* and *CPA2*), which are normally downregulated in response to glycine withdrawal (Gelling *et al.* 2004; Subramanian *et al.* 2005), were found to be downregulated under growth conditions with sufficient glycine in the medium (Table 1). Altogether, these findings indicate that *esl1Δ esl2Δ* mutants are defective in sensing or regulating the adaptive response to environmental growth conditions.

*Saccharomyces cerevisiae* contains seven PIN domain–containing proteins: Nob1 and Utp24, which are involved in ribosome biogenesis by assisting in endonucleolytic cleavage of rRNA precursors (Bleichert *et al.* 2006; Fatica *et al.* 2003; Fatica *et al.* 2004); Nmd4, which was isolated in a two-hybrid screen for Upf1-interacting proteins but whose role in NMD remains to be determined (He and Jacobson 1995); Swt1, which has *bona fide* endoribonuclease activity and contributes to mRNA quality-control at the nuclear pore complex (Rother *et al.* 2006; Schaeffer *et al.* 2009; Skruzny *et al.* 2009); Rrp44, which forms part of the core of the nuclear and cytoplasmic RNA processing exosome complex and exhibits exoribonuclease activity (Dziembowski *et al.* 2007; Liu *et al.* 2006) as well as endoribonuclease activity *in vitro* (Schaeffer *et al.* 2009); and the previously uncharacterized related proteins Esl1 and Esl2. Although the conceptual connection to environment-sensing adaptive response pathways may explain the synthetic sickness of *esl1Δ esl2Δ* mutants with *dfg16Δ* and *rim8Δ* (Figure 4B), the reason for their synthetic sickness with *trf4Δ* is less clear (Figure 4A). A surprising finding was that the most highly deregulated transcripts in *esl1Δ esl2Δ* mutants were associated with similarly deregulated noncoding RNAs (Figure 6). Because Trf4 is a component of the TRAMP complex involved in the degradation of at least some of these RNAs, a possible explanation could be that the combination of increased expression and reduced degradation of CUTs and SUTs leads to reduced genetic fitness of *esl1Δ esl2Δ trf4*Δ triple mutants. Similarly, the reasons for increased mitochondrial genome instability and altered drug sensitivities in *esl1* and *esl2* mutants (Figure 2) also remain to be determined. However, mitochondrial DNA integrity is very sensitive to fluctuations in cellular dNTP levels (Zhao *et al.* 1998), and it is conceivable that dNTP homeostasis would be affected by impaired hexose metabolism in *esl1Δ esl2*Δ mutants.

Budding yeast are able to proliferate and survive in diverse and often rapidly changing environments—for example, during the fermentation process with quickly changing glucose, ethanol, and acidity levels—but the adaptive response mechanisms remain poorly understood. Our study indicates that the previously uncharacterized Esl1 and Esl2 proteins may be involved in this process and provide a basis for future investigations into the detailed mechanisms by which they exert this function as well as investigations into the roles of their nuclease domains in these and other processes.

How the deposited data were processed for this re-analysis (not part of the article)

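Gene expression was compared between *esl1Δ esl2Δ* and wild-type cells of the W303-1A background in 3 biological replicates on 4 Agilent yeast arrays of 1 slide. Each array carried RNA of both strains in different dyes. The mutant was in Cy5 and the wild-type in Cy3 on the first 3 arrays, and the dyes were exchanged on the dye-swap array, which repeats the RNA of replicate 3. Conditions, replicates and dyes were taken from the sample labels and the paper.

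The authors labeled 500 ng of total RNA per sample, scanned the arrays and deposited spot intensities (median foreground and local background per channel, not normalized) from Agilent's Feature Extraction 10.1.1.1. The same deposited files hold the software's log10 ratio of red over green, made after its own background subtraction, spatial detrending and dye normalization, in which low signals are replaced. This log10 ratio was exactly 0 for 133 to 352 gene spots per array. The series table deposited by the authors holds the same log10 ratios, spot by spot, and was not turned for the dye swap.

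From the intensities, log2 ratios were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected by normexp with an offset of 50, which was fitted on all spots, and each array was normalized by loess. Each array had 536 control spots, which were then left out, and 15208 gene spots, of which 291 to 486 per array were left out as outliers. Of the 6256 probes, 4010 had 2 spots, 2196 had 3 and 50 had 12, and these were averaged. Each gene had 1 probe, and 5756 probes were matched to locus tags of the reference table (assembly R64), from which current symbols were taken; the other 500 kept the name of the array design. The array design is older than this table, and no coordinates are given. Both arrays of replicate 3 were averaged after the sign of the dye swap had been turned. Values in all 3 replicates were obtained for 6254 genes.

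A gene was counted as changed when its mean log2 ratio over the 3 replicates was at least 1 in size, that is 2-fold. The ratios were also tested against 0 with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over 6254 genes, threshold 0.05), with 5.27 total degrees of freedom, 3.27 of them from the prior. Gene lists were tested with limma's camera at a preset correlation of 0.01, with adjustment over 18 lists. These were hexose transporters, Rgt1-repressed glucose-induced genes, glucose-repressed genes, the one-carbon regulon, purine biosynthesis, the phosphate regulon, general amino acid control, Msn2/Msn4 stress genes, retrograde response, oxidative phosphorylation, alkaline pH and Rim101 genes, nonsense-mediated decay (NMD) targets, the NMD reporters of the study, Y′ helicases, the neighbors of *ESL1*, the neighbors of *ESL2*, marker genes of the strain, and ribosomal protein genes. The lists were written from general knowledge and from the paper, except for the ribosomal protein genes, which were taken from the reference table by their names; *RPP1*, a subunit of RNase P that the names had taken in, was removed after the results were seen. The genes named in the text are the deleted genes, the genes the paper names for the array in its text, Fig. 5 or Fig. 6A, the 10 with the largest mean log2 ratio in each direction among those past 2-fold that changed the same way in all replicates, the genes next to the deleted ones, and members of the lists. A gene is counted as higher or lower in all replicates by the sign of its ratios, with no minimum size, unless stated otherwise. The sample grouping, the tests, the gene lists, this rule and all but 3 of the processing alternatives were chosen before the data were examined.

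Over a local background of 22 to 49.5, the median intensity of gene spots was between 1660 and 5186 per channel, and 92.4% to 98.0% of gene spots were well above background. The SD of the log2 ratio between spots of a probe had a median of 0.0387 to 0.0414, so that the spread between replicates, not that between spots, limits the means. A probe that was well above background on at most 2 of 4 arrays in both channels was given no fold change at a claim.

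On simulated ratios for the 3 replicates over 6254 genes with 200 changed genes, limma called 54% of those changed by a log2 ratio of 1, 89% of those changed by 2 and 97.5% of those changed by 3, with 4, 8 and 12 false calls. On simulated lists of 25 genes, limma's camera found a shifted list with a p of 1.02e-27, and 6 of 100 unshifted lists had a p below 0.05, as they did with fry. The simulated noise was independent between genes, which that of the arrays need not be.

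The alternatives were the Feature Extraction log ratio, the series table, no background correction, a normexp offset of 0, median centring, Aquantile after loess, filters on dim probes, medians of spots, the dye swap left out or used alone, all 4 arrays in one limma fit with or without a dye term, separate channels without a replicate block, each replicate left out, eBayes with trend and robust estimation, thresholds of 1.5-fold and of an adjusted p of 0.1, probes in place of genes, and, for lists, fry, an estimated correlation and the removal of members the paper names. No column of mean spot signals was used, so the fit without background correction used median signals. In the fits of 4 arrays the correlation of both arrays of replicate 3 was set to 0.774 from moments, because limma's duplicateCorrelation gave no value, and the separate-channel fit used an intraspot correlation of 0.765. The 3 alternatives chosen after seeing the data weight the 4 arrays equally. Gene ontology enrichment, the cryptic and stable unannotated transcripts of Fig. 6, reverse-transcription PCR, blots and genetic interactions were not analysed here, and the values of 1 gene are not reported here.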

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

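The tests of normalization and dye bias and the test without replicate 3 in this part were chosen only after the results were seen, although median centring, the Feature Extraction log ratio and leaving out a replicate had been planned as alternatives. The values stand out because these groups of genes, most of whose members Fig. 5 does not show, moved as lists by limma's camera test. Of the 18 lists, 7 were called by camera, and 0 by limma's fry test or with a correlation estimated from the data, so that the calls rest on the preset correlation between genes. An unadjusted p below 0.05 was found for 3 lists by fry and for 1 with an estimated correlation. A difference in the growth of the cultures was not tested for any list other than through the lists themselves.

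Genes of general amino acid control, which the transcription factor Gcn4 induces, were lower in the mutant. The 27 genes had a median log2 ratio of −0.62 (−0.57, −0.92 and −0.34 in replicates 1 to 3), 23 of them, by sign, were lower in all 3 replicates (*SNZ1* only by −0.0004 in replicate 3), and 7 were past 2-fold. The adjusted p was 4.92e-17 by limma's camera test, 0.168 by fry and 0.385 with an estimated correlation, and it was 3.55e-14 by camera when the 5 members shown in Fig. 5 were left out. Of the members, 0 had an adjusted p below 0.05 over all genes tested and 19 when adjusted over the list alone. Normalization of the arrays as the whole cause is argued against by the median under other normalizations, which was nearest to 0 with median centring at −0.56. Dye bias is argued against by the dye-swap array, on which the median was −0.29. What stays open is a difference between the strains, which may be biological, and a difference between the cultures in the amino acids left in the medium, which was not tested.

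Nuclear genes of oxidative phosphorylation, none of which is shown in Fig. 5, were slightly higher in the mutant. The 28 genes had a median log2 ratio of 0.465 (0.24, 0.80 and 0.42 in replicates 1 to 3), and 27 of them were higher in all 3 replicates, but 0 were past 2-fold and the largest mean was 0.91. The adjusted p was 4.11e-15 by limma's camera test, 0.216 by fry and 0.66 with an estimated correlation. Of the members, 0 had an adjusted p below 0.05 over all genes tested and 19 when adjusted over the list alone. The median was 0.48 with the Feature Extraction log ratio and 0.54 with median centring, and on the dye-swap array it was 0.43, which argue against normalization or dye bias as the whole cause. A strain difference in glucose repression of respiration may be the source and stays a hypothesis.

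The 10 genes of purine biosynthesis had a median log2 ratio of −0.42 (−0.37, −0.70 and −0.22 in replicates 1 to 3), and 7 of them were lower in all 3 replicates. The adjusted p was 3.6e-05 by limma's camera test, 0.216 by fry and 0.66 with an estimated correlation. Of the members, 0 had an adjusted p below 0.05 over all genes tested and 6 when adjusted over the list alone. The median was −0.37 under median centring and −0.30 on the dye-swap array, which argues against normalization and dye bias as the whole cause. Both strains carry *ade2-1*, so the supply of adenine in the medium may act on these genes, and whether it differed between the cultures was not measured.

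The 137 ribosomal protein genes had a median log2 ratio of 0.281 with an adjusted p of 2.95e-14 by limma's camera test, but the medians of the replicates were 0.00, 0.12 and 0.67. The adjusted p was 0.733 by fry and 0.834 with an estimated correlation, and 0 members were past 2-fold. Without replicate 3 the median was 0.057 and the adjusted p 0.191 by camera. With median centring in place of loess the median over all replicates was 0.535, with an adjusted p of 1.02e-39 by camera, so its size depends on the normalization. The loess values are consistent with a difference carried by replicate 3 alone; whether the larger median under median centring is too was not tested. No strain difference is read from this list.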

How the results depend on the processing

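The settings that weight the 4 arrays equally were chosen only after the result was seen. The number of genes past 2-fold was 50 and lay between 43 and 64 in the other settings, all planned, that change background correction, normalization, filters on dim probes, spots or the use of the dye swap. It was 64 with the Feature Extraction log ratio and with the series table, whose values are the same, and 49 of these were among the 50. The counts of higher and lower genes stayed within 1.5 times of 25 each in these settings. Counting probes in place of genes gives the same 50, since each gene has 1 probe. With a threshold of 1.5-fold, 235 genes changed, 153 higher and 82 lower. With the Feature Extraction log ratio of 4 arrays weighted equally, 70 genes changed, 44 of them higher, and when dim probes were left out 67 changed, 42 of them higher; the cause was not tested. With normexp and loess values of 4 arrays weighted equally, 38 changed, 21 higher and 17 lower.

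Leaving out each replicate in turn, the number past 2-fold ranged from 38 to 72, with 19 to 34 genes higher and 19 to 38 lower, and 34 to 43 of the genes were shared with the full set. The number with an adjusted p below 0.05 by limma ranged from 2 to 662, and of those also past 2-fold from 2 to 71. The low counts by limma come without replicate 1 or without replicate 2, and the high ones without replicate 3. Only *ESL1* and *ESL2* kept the call in all of these fits.

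The number of genes with an adjusted p below 0.05 by limma, 7 with all replicates, was 1 with the Feature Extraction log ratio and with the series table, 11 with median centring, 4 with replicate 3 taken from the dye swap alone and 37 with the 4 arrays fitted without a dye term. Of those also past 2-fold there were 1, 1, 11, 4 and 27 in the same settings. The single call that remained with the Feature Extraction log ratio was among the 7, and the cause was not tested. At an adjusted p below 0.1, 10 genes were called.

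The strains share replicate numbers because each array pairs them. The main values use this pairing. Fitted as separate channels with no replicate block, 67 genes had an adjusted p below 0.05 by limma and 25 of them were past 2-fold, among which were the same 7. A fit with the slide as a block was not run, because the 4 arrays lie on 1 slide.

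Of the 74 genes named, none changed direction while called in any setting. No call was gained or lost without background correction, with a normexp offset of 0, with Aquantile, with either filter on dim probes, without the dye swap or with a dye term. With the Feature Extraction log ratio 6 lost their call, with medians of spots 2, and with the dye swap alone 3. Without replicate 1 there were 5 that lost it, and as many without replicate 2. Calls were gained by 4 genes with median centring, 23 without a dye term, 21 without the block, 1 with trend and robust estimation, and 42 without replicate 3.

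The number of lists called, 7 by camera, was 0 by fry and 0 with an estimated correlation, 6 with the dye swap left out, 5 without the members in Fig. 5, 8 with median centring and 8 each time a replicate was left out, but these were not the same lists. Without replicate 1 the alkaline pH and Rim101 genes gained a call (adjusted p = 0.015 by limma's camera test, as for the values that follow). Without replicate 2 the phosphate regulon lost its call (0.147), and the Msn2/Msn4 stress genes (0.00976) and the Rgt1-repressed genes (0.0335) gained one. Without replicate 3 the ribosomal protein genes and the phosphate regulon lost theirs (0.191 and 0.2), and the Msn2/Msn4 stress genes (0.00143), the Rgt1-repressed genes (0.0321) and the marker genes (0.0266) gained one. The phosphate regulon also lost its call with the dye swap left out (0.0532) and without its members in Fig. 5 (0.379). For hexose transporters the adjusted p was 0.928 by fry, 0.978 with the Feature Extraction log ratio and 0.21 with median centring, and 0.523 to 0.974 when a replicate was left out, never past the threshold. For glucose-repressed genes it was 0.119 by fry, 0.385 with an estimated correlation and 0.188 without the members in Fig. 5, which were chosen on the same arrays. For the one-carbon regulon it was 0.119 by fry and 0.385 with an estimated correlation. When a replicate was left out, both of these lists kept their camera call and direction, with adjusted p-values of 7.71e-13 to 0.000708 and 4.33e-10 to 7.38e-05. The Y′ helicases, which had a median of −0.071, turned to a median of 0.16 with median centring (adjusted p = 0.0389 by limma's camera test); the cause was not tested. Signal over background limits *HXT13*, YFL015C and YJL135W, whose probes were well above background on at most 2 of 4 arrays in either channel.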

Differences from the paper's values

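The settings that weight the 4 arrays equally were chosen only after the values were seen. The paper's counts of 53 genes, 30 higher and 23 lower, lie within 1.5 times of the 50, 25 and 25 found here. Of the 53 genes of Fig. 5, all 53 had a mean log2 ratio in the direction of the paper. The fold change, given negative where the mutant is lower, differed for 7 of them by more than the spread between replicates, but for 3 of the 7 the probe was too dim for a fold change to be measured here.

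The probes of *HXT13*, YJL135W and YFL015C were well above background on at most 2 of 4 arrays in either channel. Their values here are ratios of signals near background, and are not measured fold changes. For *HXT13* the paper's fold change is about −2.1 in Fig. 5, read by eye, and the ratio of signals here was −1.13. For YJL135W the paper's is about −2.3 in Fig. 5, read by eye, and the ratio here was −1.15. In none of the settings that give these genes a value was it within the spread of the paper's, and the filters on dim probes remove both. For YFL015C the paper's value is about −2.7 in Fig. 5, read by eye, and the ratio here was −1.24; the alternatives set before the data were examined that gave a value within the spread were the Feature Extraction log ratio and the series table (−2.75), and the others that keep the gene did not.

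For *ATG10* the paper's value is about 2 in Fig. 5, read by eye, and that here was 1.41. Of the alternatives set before the data were examined, the Feature Extraction log ratio and the series table (1.71), a normexp offset of 0 (1.57) and the fit without replicate 1 (1.59) were within the spread, and the others that keep the gene were not. For *MBR1* the paper's value is about 2 in Fig. 5, read by eye, and that here was 1.75. Of those alternatives, the Feature Extraction log ratio and the series table (1.94), no background correction (1.77), a normexp offset of 0 (1.86), the dye swap left out (1.79), the 4 arrays without a dye term (1.75) and the fit without replicate 2 (1.88) were within the spread, and the others were not. For YGR182C the paper's value is about 2.2 in Fig. 5, read by eye, and that here was 1.79. The Feature Extraction log ratio and the series table (2.16) and a normexp offset of 0 (1.97) were within the spread, and the others set before the data were examined were not. For *VPR1* (YIL152W) the paper's value is about −2.2 in Fig. 5, read by eye, and that here was −1.91. The Feature Extraction log ratio and the series table (−2.13), a normexp offset of 0 (−2.02), median centring (−1.99), replicate 3 from the dye swap alone (−1.97), the 4 arrays with a dye term (−2.04) and the fit without replicate 1 (−2.06) were within the spread, and the others set before the data were examined were not.

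The setting under which most of the paper's values were reached is the Feature Extraction log ratio averaged over the 4 arrays with equal weight, which was chosen after seeing the values. Under it 50 of the 53 fold changes lay within 0.05 of Fig. 5, against 8 here, and 51 of the 53 genes were past 2-fold. *ATG10*, *MBR1*, YGR182C, YFL015C and *VPR1* were then within the spread of the paper's values, as they were, apart from YFL015C, when dim probes were also left out. *HXT13* and YJL135W stayed under 2-fold. It weights the RNA of replicate 3 as 2 arrays, and another 19 genes were past 2-fold under it that Fig. 5 does not show. With normexp and loess values weighted equally, also chosen after seeing the values, *ATG10* (1.53), *MBR1* (1.79) and *VPR1* (−1.95) were within the spread.

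Fig. 5 lists as changed at least 2-fold 18 genes that were under 2-fold here: *HXT13*, *MAL32*, *RPL18B*, *MCM10*, *ATG10*, *MBR1*, *SSP2*, *SSA3*, *SSA4*, *STP4*, YGR182C, *CIP1*, YLR297W, YFL015C, *VPR1*, YJL135W, YLR464W and YEL076C-A. Of these, *HXT13*, YFL015C and YJL135W have the dim probes, so whether they changed 2-fold is not known here. *MAL32* (1.97 here) passed 2-fold with the Feature Extraction log ratio, the series table, no background correction, a normexp offset of 0, the dye swap alone, a dye term, without replicate 1 and without replicate 3. YGR182C and YFL015C passed it with the Feature Extraction log ratio and the series table, and *VPR1* with these, a normexp offset of 0, a dye term and without replicate 1. *RPL18B* and *STP4* passed it without replicate 1 and without replicate 2, *SSA3*, *SSA4* and YLR297W without replicate 1, and *CIP1* without replicate 2. The equal weighting of the Feature Extraction log ratio, chosen after seeing the values, passed all 18 except *HXT13* and YJL135W, and equal weighting of normexp and loess values, chosen after seeing them too, passed *RPL18B*, *SSA3* and *STP4*.

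Of the 50 genes past 2-fold here, 15 are not in Fig. 5. Without *ESL1* and *ESL2* these are *MRK1*, *GSY1*, *LEU1*, *MIG2*, *HXT4*, *HXT1*, *CTS1*, *ARG7*, *NCE103*, *ARG1*, *HPF1*, *CPA1* and *OPT2*. Of the 10 highest and 10 lowest genes in Fig. 6A, 7 and 7 are among those found here. *ESL1* and *ESL2*, which Fig. 6A does not list, take 2 of the 10 lowest places here, and without them *SHM2* and *SHC1* would be the next to enter. *HSP30*, *JEN1* and *PHO89* are placed among the 10 highest by the paper and ranked at 12, 15 and 11 here among all genes. *SHC1* and YFL015C are placed among the 10 lowest; *SHC1* ranked at 14 here, and no rank is given for the dim probe of YFL015C. *SNO1* ranked at 6 here but was left out of the 10 lowest because its log2 ratio was 0.15 in replicate 3, whereas *SNZ1*, at −0.0004 in replicate 3, was kept by its sign alone. The paper's text names *RPL18B* among genes with aberrations similar to the lowered one-carbon genes. Its mean log2 ratio here was 0.81, higher in the mutant, which is also its direction in Fig. 5. The paper places *HXT13* among deregulated hexose transporters, and its probe was well above background in the mutant channel on 0 of 4 arrays.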

Other observations

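The tests on replicate 3, the test of glucose left in the medium, the count of mitochondrial transcripts and the counts over the genes of Fig. 5 were chosen only after the results were seen. For the genes past 2-fold, the 3 replicates allow 4 patterns of signs, and 1 of the 4, the one measured, gave as many as 7 genes with an adjusted p below 0.05 by limma, whereas turning the sign of any replicate gave 0. With so few patterns this count could not have excluded chance whatever its outcome, so it decides nothing about the 7 genes that limma called. Of the 51 genes past 2-fold over the arrays with the mutant in Cy5, 48 kept their sign on the dye-swap array and 25 were past 2-fold there too, which argues against dye bias as the whole cause. The log2 ratio of *ESL1* and *ESL2* was −3.62 or lower on each of the 4 arrays, so no array has the labels of the strains exchanged.

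Replicate 3 differed from the others. Dye or labeling of its arrays is argued against by the correlation over genes of 0.844 between its arrays in opposite dyes. Weaker signal is argued against by the brighter genes, over which replicate 3 correlated at most at 0.182 with the others while replicates 1 and 2 correlated at 0.698. An exchange of strains is argued against by *ESL1* and *ESL2*, at −3.62 or lower on both arrays. A different state of the wild-type culture may be part of the source. In the same dyes, the SD over genes of the difference between wild-type channels was 0.725 between replicates 2 and 3 and 0.71 between replicates 1 and 3, against 0.507 between replicates 1 and 2, whereas for the mutant it was 0.479, 0.549 and 0.518. The log2 intensities that follow average both arrays of replicate 3, which are in opposite dyes, so they are not in the same dyes throughout. The wild-type channel of *SNZ1* was 14.59 and 14.91 in replicates 1 and 2 and 11.76 in replicate 3. Its mutant channel was 12.04, 11.58 and 11.76. For *SSA4* the wild-type channel was 11.55, 12.01 and 14.39 and the mutant channel 12.04, 12.06 and 12.13. For *RPL18B* the wild-type channel was 12.75, 12.95 and 10.05 and the mutant channel 12.78, 13.19 and 12.2. Not every gene follows this. The mutant channel moved as well for *HSP30*, at 13.11, 13.66 and 14.89 against 12.76, 13.34 and 11.88 in the wild type, for *CIP1*, at 9.88, 8.97 and 10.59 against 9.65, 8.98 and 8.76, and for *STP4*, at 12.31, 12.43 and 13.19 against 12.18, 12.41 and 11.12, so a change in the wild-type culture alone is not shown for every gene. These 6 genes were chosen after their values were seen. A comparison of channels across arrays is open to differences between arrays, and this remains a hypothesis.

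The genes of Fig. 5 depend on the replicate. Of the 53, 12 were past 2-fold in all 3 replicates, 13 in replicate 3 alone, 7 in replicates 1 and 2 but not 3, and 5 in none. With 3 replicates 5 of the 53 had an adjusted p below 0.05 by limma and 43 an unadjusted one; without replicate 3 there were 34 with an adjusted p below 0.05, 29 past 2-fold, and 1 with a mean of the opposite sign (*SSA4*).

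The neighbors of *ESL1* moved in opposite directions. *VPR1* (YIL152W) had a log2 ratio of −0.93 ± 0.19 and *MCM10* (YIL150C) of 0.82 ± 0.23 (SD, n = 3), and the deletion cassette next door may be the source. Of 5173 pairs of measured genes on either side of another gene, 5, this pair included, had both ratios at least as large in size as the smaller of these. Beside *ESL2*, *PCK1* had a ratio of 0.09, with values of −1.12, 0.63 and 0.76, and *PCC1* was not measured. As lists, the neighbors had medians of −0.097 for *ESL1* and 0.003 for *ESL2*, with adjusted p-values of 0.599 and 0.976 by limma's camera test. One deletion alone shows the pattern, so the cassette and a strain effect cannot be told apart for these genes.

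The 21 genes of the phosphate regulon had a median log2 ratio of 0.20, with an adjusted p of 0.0195 by limma's camera test and 0.733 by fry. Its medians in replicates 1 to 3 were −0.13, 0.51 and 0.40. Without the 4 members in Fig. 5 the adjusted p was 0.379 by camera, but these were chosen on the same arrays, and leaving them out moves the list toward 0 whatever the cause. A phosphate limitation response may underlie the higher genes, and this stays open because replicate 1 does not share the direction. Set against the mean of each gene over the replicates, the list had medians of 0.72, −0.4 and −0.41 in the wild-type channel. In the mutant channel these were 0.36, −0.17 and −0.28. Both cultures of replicate 1 thus stood higher than the others, in a comparison open to differences between arrays.

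Several explanations were weighed for the glucose-repressed genes. General stress or slower growth may raise them, and would lower ribosomal protein genes, whose median was 0.281, or 0.535 with median centring; since the median was 0.057 without replicate 3, this stays open. The 23 Msn2/Msn4 stress genes had a median of 0.21 (0.77, 0.15 and −0.35; adjusted p = 0.113 by limma's camera test), with an adjusted p of 0.00976 without replicate 2 and 0.00143 without replicate 3. The paper found petite colonies more often in the mutant. A mostly petite mutant culture is argued against by the nuclear respiration genes, which loss of mitochondrial DNA lowers and which were higher by 0.465. It is also argued against by 14 transcripts of the mitochondrial genome, with a median of 0.26. A minority of petite cells is not excluded, because it could go unseen in medians over a whole culture. The 8 retrograde response genes had a median of 0.18 (adjusted p = 0.412 by limma's camera test). Less glucose in the mutant cultures at harvest may both raise glucose-repressed genes and lower genes that glucose induces through Rgt1. The median of the 8 Rgt1-repressed genes listed was −0.822 (−1.03, −1.01 and −0.15), with an adjusted p of 0.0811 by limma's camera test, 0.0335 without replicate 2 and 0.0321 without replicate 3. The members of the list went both ways: *HXT3*, *MIG3*, *HXT1*, *MIG2* and *STD1* were lower, 4 of them past 2-fold, and *HXT4*, *HXT2* and *HXK2* were higher. Whether less glucose lowers each of these genes was not established here. The higher members therefore do not count against less glucose, and the median of the list cannot decide it. Without *HXT3* and *MIG3* the median was −0.13 and the adjusted p 0.954 by camera; these 2 are in Fig. 5 and were chosen on the same arrays, so leaving them out moves the list toward 0 whatever the cause, and this value decides nothing. The glucose left was not measured, and the cultures and the strains cannot be told apart for these genes. In log2 intensity, with both arrays of replicate 3 averaged, the wild-type channel of *HXT6* was 11.42, 14.43 and 15.84 in replicates 1 to 3. Its mutant channel was 15.08, 16.69 and 17.05. For *HXK1* these were 12.94, 13.02 and 14.93 against 15.93, 14.96 and 15.98. Their smaller ratios in replicate 3 went with a higher wild-type channel, whereas that of *HXT3* was 16.73, 16.04 and 16.12. Such comparisons are open to differences between arrays.

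For the lower one-carbon genes, the supply of purines in the *ade2-1* cultures was weighed. The 8 purine genes outside the one-carbon list were lower too, with a median of −0.42 (−0.37, −0.70 and −0.22). The unadjusted p was 6.42e-05 by limma's camera test and 0.0724 by fry. This is consistent with purine supply as a candidate explanation, which would act on both lists, and it does not exclude a response to glycine.

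Lists for functions that the paper tests or discusses apart from the arrays were not called by limma's camera test with all replicates in the main setting, and 2 of them were called in another. The 9 NMD targets had a median log2 ratio of −0.15 (adjusted p = 0.328), and the reporter genes *ADE2* and *RPL28* together an adjusted p of 0.972. These 2 genes went opposite ways, with mean log2 ratios of −0.46 ± 0.49 for *ADE2*, lower in all 3 replicates, and 0.26 ± 0.23 (SD, n = 3) for *RPL28*, so that their median of −0.10 describes neither. For *RPL28*, which the paper calls *CYH2*, the paper measured the unspliced transcript. Whether the array probe tells it from the spliced mRNA was not tested, so the *RPL28* ratio is not a repeat of that assay. The 8 Y′ helicase genes had a median of −0.071 (adjusted p = 0.762), which was 0.16 with median centring (adjusted p = 0.0389). These genes are near-identical copies, and whether the probe of each also binds the others was not tested. The 12 alkaline pH and Rim101 genes had a median of 0.093 (−0.13, −0.21 and 0.75; adjusted p = 0.552), and without replicate 1 one of 0.43 (adjusted p = 0.015). Of the lists outside these functions, the 6 marker genes of the strain had a median of −0.16 (adjusted p = 0.246), and without replicate 3 one of −0.43 (adjusted p = 0.0266). With 3 replicates these values do not show that the functions are unaffected.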
